A study of Mus musculus with 4 samples. Its data were reported in "Transcriptional adaptation of olfactory sensory neurons to GPCR identity and activity" (2022).

How the data were processed

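Dissociated cells of the main olfactory epithelium were profiled in 4 male C57BL/6 mice aged 8 weeks by droplet-based RNA-seq with the 10x Genomics Chromium 3′ chemistry, with 1 library per mouse. In this method each captured transcript carries a unique molecular identifier (UMI), so that amplified copies of 1 molecule are counted once, and only the 3′ end of a transcript is read. The labels give 1 group and no batch. The mice were the replicates (n = 4), and cells were never treated as replicates. The total UMI count per library ranged from 23157467 to 32382702.

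The authors aligned the reads with Cell Ranger 6.0.1, which runs STAR, to the GRCm38 genome with an Ensembl annotation in which they had redrawn the 3′ ends of olfactory receptor genes. The deposited matrices hold raw UMI counts per gene and cell barcode for the barcodes that Cell Ranger called as cells, with no normalisation. A deposited merged table of counts was compared with the matrices and differed in 0 of 55511 genes for 21809 cells, apart from 118 gene names that the merging had altered. The deposited cell table gives counts of UMIs and of detected genes per cell, the percent of mitochondrial UMIs, the cell type or cluster, the receptor call and the receptor identity. The authors assigned these types in Seurat after SCTransform and integration of the mice, removed clusters of immune and blood cells and of cells with a high percent of mitochondrial counts, and then removed cells over 10% mitochondrial UMIs or under 1000 genes. Of the retained cells, 0 lay outside these limits. Cell types were taken from that annotation and not derived again. Reads that match near-identical receptor genes can be lost or shared out when reads are counted, so values that rest on pairs of near-identical receptors are uncertain.

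Reference sequences and gene positions came from GENCODE M21, which is on the same GRCm38 build. Of the 55511 features in the matrices, 55130 were matched to it by gene ID, including all 1429 receptor genes. These were the genes with names starting with Olfr or Taar, Gucy1b2, and odorant receptor genes under other names, such as Gm13723 and Gm10310. The receptor genes were left out of all tests of other genes, because they define the groups.

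Doublets (2 cells in 1 droplet) were searched for with Scrublet in scanpy 1.11.5 at an expected rate of 5%. Its automatic threshold called 3, 2, 4 and 36 barcodes in mice 1 to 4, from 0.0351% to 0.600% of the barcodes, so it did not work in 3 of the 4 mice. The 4% of barcodes with the highest score in each mouse were left out as an alternative in its place, chosen after seeing the data.

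Mature olfactory sensory neurons (OSNs) were the cells of the deposited mOSN type. A receptor was detected with 1 or more UMIs. For a receptor identity, counts were scaled to 10000 UMIs per cell and log-transformed (natural log, pseudocount 1), and the highest receptor had to lie above the median of highest receptors minus 3 median absolute deviations, with no second receptor above that limit. The limit came to 8.28 UMIs per 10000. These calls were equal to the deposited ones in 10518 of 10519 neurons, and the identities in 9791 of 9791. Shares of cells with several receptors were also computed after thinning each cell to 5000 UMIs, which left out 1017, 1564, 484 and 2471 mature OSNs of mice 1 to 4.

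Transcriptomic distances between neurons were Euclidean distances on the first 15 principal components of SCTransform residuals (Seurat 5.3.0, sctransform 0.4.2, 5000 variable genes, mitochondrial percentage regressed out). They were computed within each mouse, so that no integration was needed, for populations with at least 3 neurons in that mouse, with 100 permutations of receptor identity per mouse. The study's text describes this measure on integrated data and also for each mouse without integration. For distances between populations, the residuals of the 4 mice were merged without anchors, and centroids of populations with at least 10 neurons were compared on 15 components.

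Tests across genes used UMI sums per mouse and group of neurons in edgeR 4.0.16 (R 4.3.3) with TMM scaling, filterByExpr, the quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. The sums of different groups from the same mouse came from 1 animal and 1 library, which is what pairs them, so the mouse was a block in the model. Class I receptors were those whose gene lies in the class I cluster on chromosome 7, and class II the other Olfr genes. Odorant receptor genes under other names were in neither class. Populations with at least 5 neurons in each of the 4 mice entered the test among populations. Standard errors of log2 changes are from the fitted model.

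Receptor protein sequences were translated from 1134 complete coding sequences and aligned with MAFFT 7.526, and 318 of 734 columns remained after trimming. Differences between receptors were summed Miyata scores, a measure of how unlike 2 amino acids are in volume and polarity (residue properties from seqinr 4.2.36). A gene cluster ended where the gap between neighbouring receptor genes was over the mean gap plus 3 SDs (4617959 bp), which gave 40 clusters. Genes were near at a distance up to the 95th percentile of neighbour gaps (79437 bp). Receptors were similar under the 5th percentile of the score within a class. Correlations used pairs of populations of 1 class and 1 gene cluster within the first 30% of the range of differences, with 100000 permutations of the population labels. Pairs share populations and are not independent, which the permutation of labels takes into account.

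The tests, the groups, the gene naming rule and all alternatives except those named as chosen after seeing the data were fixed before the data were examined. The genes named are a list of 20, the 5 with the largest log2 change each way between receptor classes among adjusted p under 0.05 with the same sign in all 4 mice, the 10 with the largest F among populations, and the 2 with the largest upward change in each of the 6 largest populations under the same conditions. The rule described the list as markers of resting cells or populations in the study's text, which holds for 13 of its genes. Stoml3, Tppp3, Pcdh8, Ptn, Adam28 and Pcdh10 came from data that accompany the study's text, where they are set out by population, and Mustn1 is named in the text only for neurons exposed to odorants. The populations named are the 10 largest and those that the study's text names at rest or sorted (Olfr354, Olfr553, Olfr1183, Olfr16 and Olfr151).

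The count models, the distances between neurons and the relation of centroid distance to amino acid difference were tested on simulated data. No simulation is given for the other procedures. In counts drawn from the means and depths of the class sums (11835 genes), 200 genes were changed by 1.5 on the log2 scale, and 91.5% of them were recovered with 10 false calls. For the populations (2207 genes) the change was planted in Olfr728 alone. The test among populations recovered 79.5% with 14 false calls, and the contrast of Olfr728 91.5% with 11 false calls. With no planted difference the simulated distance effect was 0.00642, and with planted shifts of 0.5 and 1 SD it was 0.578 and 1.60. The permutation test of centroids passed 0.05 in 2.5% of 40 draws with no relation and in 100% with a planted one.

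Alternatives were leaving out each mouse in turn, no mouse block, DESeq2 size factors in edgeR, DESeq2 1.42.0 in place of edgeR, no filter on low counts, only neurons with exactly 1 receptor detected, other assignment limits, a limit of 5% mitochondrial counts, at least 2000 genes per cell, at least 2 UMIs per receptor, thinning, 10 or 30 components, log-normalised counts with 2000 variable genes, other population sizes, the percentage of differing residues and other gene cluster limits. Intervals are Wilson 95% intervals, or exact ones for ratios of counts. A count of 0 is given the limit that 3 counts would set. Intervals and limits cover counting error only. Other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The study's experiments with odorants, sorted cells and bulk tissue were not analysed here.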

Results

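Single-cell transcriptomes were collected from the main olfactory epithelium, the tissue of the nasal cavity that holds the olfactory sensory neurons (OSNs), of 4 male mice that formed 1 group. Each mature OSN expresses 1 gene out of a large family of odorant receptors, and all neurons with the same receptor form a population. The question addressed was whether neurons of different populations differ in genes other than the receptor, and whether such differences follow the receptor's sequence or the position of its gene. The libraries of mice 1 to 4 held 5364, 5696, 4746 and 6003 cell barcodes, with 32382702, 23157467, 26153070 and 24630720 UMIs in total. The median UMI count per barcode was 5717.5, 3624.5, 5279 and 3907. After the deposited filtering, 4484, 3712, 3006 and 4657 cells remained, 15859 in all, which is 72.4% ± 9.8 of the barcodes (SD, n = 4). Clusters of immune cells held 11% ± 3.8 of the barcodes, blood cells 1.40% ± 1.09 and clusters with a high share of mitochondrial counts 9.40% ± 4.44 (SD, n = 4). Blood cells were at 3.00% in mouse 2 and at 0.690% to 1.20% in the other mice.

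The cell types of the deposited annotation were first compared between mice. Mature OSNs made up 64.2%, 68.0%, 62.8% and 69.4% of the retained cells, with a mean of 66.1% ± 3.12 (SD, n = 4). The alternative that moved this value most was a minimum of 2000 detected genes per cell, under which it was 62.8%. Immature neurons held 6.4% ± 0.54 of the retained cells for the later stage (iOSN2) and 5.49% ± 0.474 for the earlier stage (iOSN1). Their precursors were rare, at 1.77% ± 0.519 for immediate neuronal precursors (INP) and 1.21% ± 0.540 for globose basal cells (GBC). Horizontal basal cells, a reserve stem cell, formed 2 groups of 1.34% ± 0.455 (HBC1) and 3.45% ± 1.59 (HBC2). Sustentacular cells (Sus), which are supporting cells, held 2.17% ± 0.657, and the microvillar cell groups held 0.77% ± 0.30 (Mv1) and 11.3% ± 1.33 (Mv2). The shares differed between mice by more than sampling of cells would give, with a chi-square of 231.75 over 27 degrees of freedom, a ratio of 8.58. The largest residuals were those of HBC2, at 5.74 in mouse 1 and −5.88 in mouse 2. Among marker genes, Omp reached 72.1 ± 3.78 UMIs per 10000 in mature OSNs, 47.4 ± 2.46 in iOSN2 and 5.78 ± 0.67 in iOSN1 (SD, n = 4). In types that are not neurons, Omp was at 0.822 UMIs per 10000 in Mv2 cells, 3.21 in HBC1, 3.54 in Sus, 4.24 in HBC2 and 4.37 in Mv1 cells. The Mv1 mean rested on mouse 2, at 12.7 UMIs per 10000 against 0.415 to 2.28 in the other mice. Adcy3 was at 11 ± 0.94 UMIs per 10000 in mature OSNs against 2.83 in iOSN2 and 0.693 in iOSN1 (SD, n = 4).

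**Figure D1:**
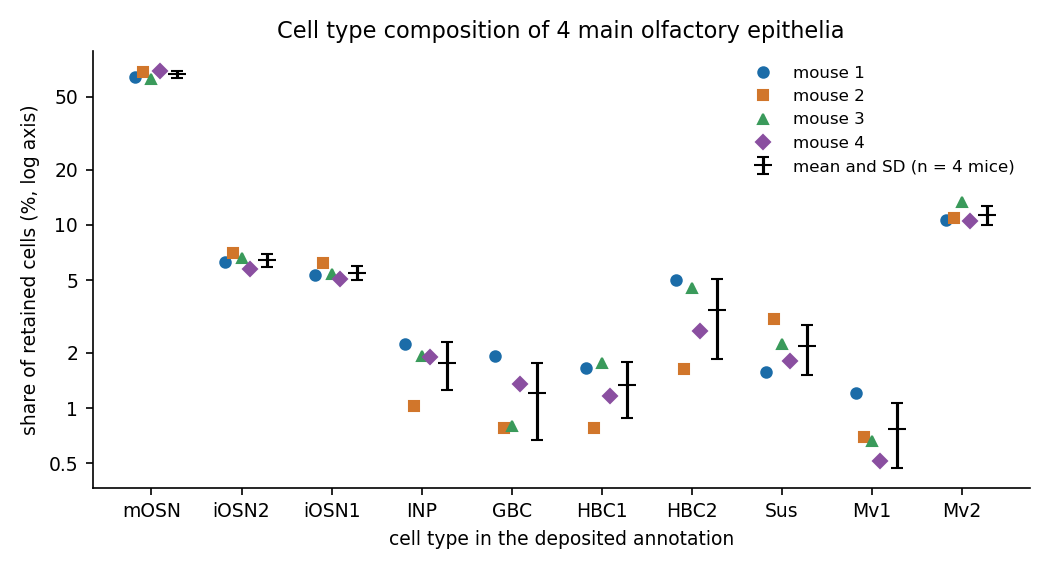
Share of each deposited cell type among retained cells (%, log axis) in each of the 4 mice, as points, with the mean and SD over mice. Mature OSNs were the most frequent type in each mouse, at 62.8% to 69.4%.

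The number of receptors per neuron was then counted among 10519 mature OSNs (2877, 2525, 1887 and 3230 in mice 1 to 4), which had a median of 4861 UMIs. Exactly 1 receptor was detected in 67.0%, 66.9%, 57.2% and 73.2% of them (Wilson 95% intervals 65.3% to 68.7%, 65.0% to 68.7%, 54.9% to 59.4% and 71.6% to 74.7%), with a mean of 66.1% ± 6.61 (SD, n = 4). This share rested on the detection limit, and with at least 2 UMIs required per receptor it was 90.4%. At least 2 receptors were detected in 32.5% ± 6.84 and at least 3 in 6.80% ± 2.91 of the neurons, and none in 1.45% ± 0.340 (SD, n = 4). Over all mice these were 7060 neurons with 1 receptor, 2634 with 2, 669 with more and 156 with none. The highest receptor had a median of 42, 33, 48 and 31 UMIs in mice 1 to 4, whereas 78.2% ± 2.02 of second receptors had 1 UMI (SD, n = 4). The mice differed in depth, and the share with at least 2 receptors was 31.9%, 31.6%, 41.5% and 24.9% in mice 1 to 4 when all UMIs were used. After every cell was thinned to 5000 UMIs it was 30.7%, 36.3%, 32.3% and 35.2%, and the mean was 33.6% ± 2.58 (SD, n = 4). Cells that should lack receptors gave the background. At 5000 UMIs, 25.3% ± 7.72 of Mv2 cells had at least 1 receptor UMI against 98.6% of mature OSNs, and 3.2% ± 0.60 had at least 2 receptors (SD, n = 4). Without thinning, at a median of 5081 UMIs, 26.9% ± 7.76 of Mv2 cells had at least 1 (SD, n = 4). Among other types that should lack receptors, at least 1 receptor UMI was found at 5000 UMIs in 17.2% ± 4.82 of GBC, 28.2% ± 9.17 of Sus, 28.6% ± 5.45 of HBC2, 29.6% ± 17.5 of HBC1 and 42.5% ± 20.3 of Mv1 cells (SD, n = 4), of which only 26 reached that depth. At least 2 receptors were found in 2.48%, 2.76%, 6.66%, 7.05% and 11.9% of them, in the same order. The share of mature OSNs with a further receptor, 33.6%, was above the share with at least 1 receptor UMI in each of these types except Mv1. However, it exceeded the shares of HBC1, HBC2 and Sus by less than the SD of each of these types over mice.

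**Figure D2:**
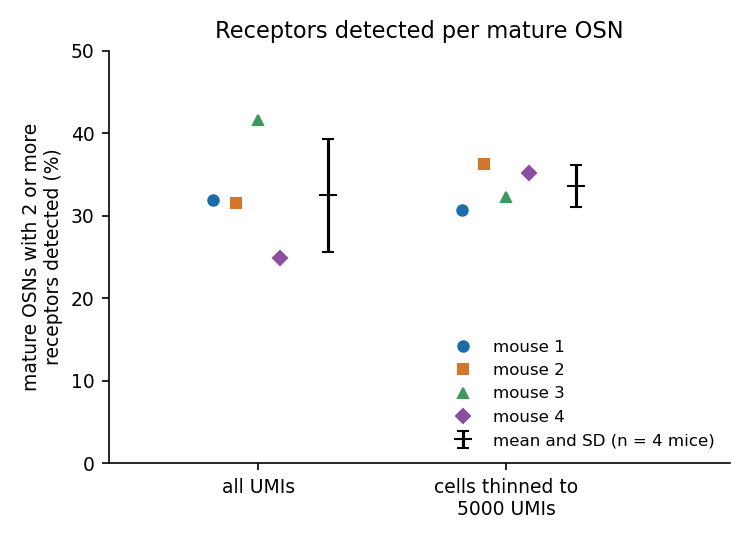
Share of mature OSNs with 2 or more receptors detected (%), for each of the 4 mice as points with the mean and SD, with all UMIs and with every cell thinned to 5000 UMIs. The range over mice was 16.6 percentage points with all UMIs and 5.62 after thinning.

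A receptor identity was assigned to 9791 of the mature OSNs, while 228 had no receptor above the limit and 344 had more than 1. The assigned neurons formed 960 populations. Of these, 952 had an odorant receptor (9741 neurons), 7 a trace amine-associated receptor (44 neurons) and 1 had Gucy1b2 (6 neurons). There were 777, 683, 641 and 791 populations in mice 1 to 4, and 423 were seen in all 4. At least 3 neurons were found in 798 populations, with 9539 neurons, and at least 10 in 353. A population had a median of 7 neurons, and 72 had a single one. Of the alternatives, leaving out mice moved the number of populations with at least 3 neurons, to between 682 and 752, and the requirement of exactly 1 receptor moved it to 700.

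The 10 largest populations together held 6.62% of the assigned neurons. They were led by Olfr728 with 83 neurons and 0.823% ± 0.239 of the assigned neurons of a mouse (SD, n = 4), whose gene lies on chromosome 14 from 50133758 to 50142680 (GRCm38, minus strand). Olfr1226 (chromosome 2, 89188839 to 89200048) and Olfr1348 (chromosome 7, 6499793 to 6508748) each had 79 neurons. Olfr55 had 75 and Olfr239 71 neurons, and their genes lie close together on chromosome 17, from 33168447 to 33180753 and from 33191302 to 33202506. The others were Olfr1297 (56 neurons; chromosome 2, 111615233 to 111626497), Olfr1440 (54 neurons; chromosome 19, 12387279 to 12401584), Olfr1361 (52 neurons; chromosome 13, 21656880 to 21663386), Olfr1264 (50 neurons; chromosome 2, 90018526 to 90025577) and Olfr1176 (49 neurons; chromosome 2, 88336721 to 88342048). Olfr1211 also had 49 neurons, so the last place among these 10 was a tie. Among populations that the study names at rest, Olfr354 had 29 neurons, Olfr1183 26 and Olfr553 21. Of the 2 populations that the study sorted in other experiments, Olfr16 had 16 neurons, and Olfr151 (chromosome 9, 37729977 to 37731104) had 0 UMIs in any barcode. A count of 0 of 10519 neurons allows a share of neurons with an Olfr151 UMI of up to 0.0285%. This limits detection only, and does not show that neurons with this receptor were absent. The reference annotation gives the gene as a polymorphic pseudogene.

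Whether the same receptors are chosen equally often in different animals was asked across the 798 populations with at least 3 neurons. Population sizes in pairs of mice were related with a mean Spearman rho of 0.437 (0.384 to 0.497 over 6 pairs) and a mean Pearson r of 0.613 (0.573 to 0.667). Populations are not independent replicates, so no p-value is attached to these. With equal shares in all mice and sampling alone, rho would have averaged 0.556 (95% of 1000 simulations between 0.533 and 0.581). Among the 134 populations with at least 20 neurons, shares differed between mice by more than sampling. The chi-square was 1.41 times its 399 degrees of freedom, with p of 1e-05, the smallest that 100000 redraws can give. The setting that moved rho most was the requirement of exactly 1 detected receptor, which gave 0.318.

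Neurons of a population tended to share a deposited OSN cluster. These clusters are named after dorsal or ventral position and a marker gene, and the largest, Ventral, held 47.8% ± 3.96 of the clustered neurons (SD, n = 4), while all dorsal clusters together held 29.0% ± 3.38. In the 353 populations with at least 10 neurons, the most frequent cluster held on average 81.7% of a population's neurons. When receptor identities were permuted within mice this value was 51.4% (50.6% to 52.1% over 100 permutations). For the dorsal or ventral side alone the values were 94.9% and 74.5% (73.9% to 75.2%).

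To compare neurons without clusters, distances between pairs of neurons were computed in each mouse after receptor genes had been removed. In mouse 1, pairs with the same receptor had a mean distance of 16.7 and pairs with different receptors 25.4. The corresponding means were 15.8 and 23.5 in mouse 2, 18.6 and 27.3 in mouse 3, and 15.4 and 22.8 in mouse 4. Expressed as Cohen's d, the difference between different-receptor and same-receptor pairs was 1.34, 1.23, 1.17 and 1.26 pooled SDs, with a mean of 1.25 ± 0.0689 (SD, n = 4). None of 100 permutations of receptor identity in any mouse gave a value as large, and the highest was 0.0569. An exact two-sided sign-flip test over the 4 mice gave p of 0.13, which is the smallest that 4 mice allow. With receptor genes kept d was 1.26 ± 0.0677, and among populations with more Nfix than Nqo1 counts (545 of 960 populations), which holds the side of the epithelium nearly fixed, it was 1.06 ± 0.0719 (SD, n = 4). The highest permuted value there was 0.0830. Log-normalised counts moved these values most, to 0.909, 1.00 and 0.774.

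**Figure D3:**
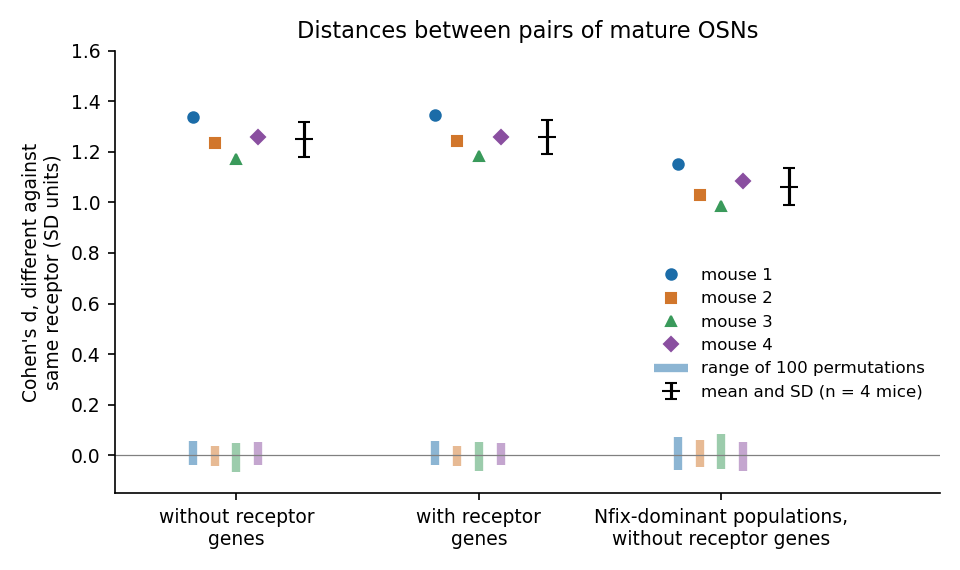
Cohen's d between distances of neuron pairs with different and with the same receptor (in pooled SDs), per mouse as points with the mean and SD, beside the range of 100 permutations of receptor identity per mouse as bars. In each mouse the observed values lay between 0.985 and 1.35 and the permuted ones under 0.084.

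Every one of 123 populations with at least 3 neurons in each mouse was more compact than pairs of neurons with different receptors. The ratio of its mean internal distance to the mean distance between populations ranged from 0.477 (Olfr677) to 0.941 (Olfr609), with a median of 0.661. The ratio was 0.614 ± 0.0734 for Olfr728, 0.606 ± 0.103 for Olfr354, 0.631 ± 0.136 for Olfr1183 and 0.707 ± 0.0512 for Olfr553 (SD, n = 4).

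Genes were compared between neurons with class I receptors, which are encoded by 1 gene cluster on chromosome 7 (102476579 to 105369355, GRCm38), and those with class II receptors. Class I comprised 106 populations with 1071 neurons and class II 843 populations with 8641 neurons. Together these are fewer than the 952 odorant receptor populations, because receptors without an Olfr name, such as Gm13723 with 17 neurons, were in neither class. The class I sums per mouse held 979021 to 1979878 UMIs. Of 11835 genes tested, edgeR's quasi-likelihood test called 2201, with 1149 higher and 1052 lower in class I, and 3417 had an unadjusted p under 0.05. The number called depended on the model: it was 1080 without the mouse block, 1045 with DESeq2 and 950 after thinning. Class I populations lie mostly in dorsal clusters (90 of 92 with at least 3 neurons), and against class II populations of the dorsal clusters alone 653 of 9696 genes were called.

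Among genes that mark position, Nqo1 (chromosome 8, 107388225 to 107403206) was at 26.0 ± 4.53 UMIs per 10000 in class I and 5.02 ± 0.934 in class II neurons (SD, n = 4), a log2 change of 2.43 (SE 0.029, edgeR adjusted p 1.87e-188), and was higher in 4 of 4 mice. Against class II populations of the dorsal clusters its log2 change was 0.28. Nfix (chromosome 8, 84699876 to 84800344) was at 0.21 ± 0.12 against 4.4 ± 0.46 UMIs per 10000, a log2 change of −4.44 (SE 0.084, edgeR adjusted p 4.47e-140). Cidea (chromosome 18, 67343604 to 67367785) changed by −2.77 (edgeR adjusted p 1.21e-74), and Cd55 (chromosome 1, 130439027 to 130462744) by 1.14 on the log2 scale (4.04 ± 0.897 against 1.88 ± 0.187 UMIs per 10000, edgeR adjusted p 1.55e-67). Of the list of 20 genes, 17 were called over all genes, and 18 when adjusted over the list alone. Part of that list was picked by the study on these animals, so the latter is not independent evidence. The log2 changes of the other called genes of the list were 0.90 for Cd36, 0.87 for Tppp3, 0.50 for Ptn and 0.20 for S100a5, and, in the other direction, −0.40 for Stoml3, −0.81 for Pcdh8, −1.23 for Adam28, −0.25 for Cnga2, −0.18 for Adcy3, −0.17 for Omp, −0.79 for Gap43, −0.16 for Dlg2 and −0.08 for Gng13. Without the mouse block 6 of these, Omp, Adcy3, Gng13, Gap43, Dlg2 and S100a5, were not called. The call of Dlg2 rested on mouse 2, without which its log2 change was −0.07 (edgeR adjusted p 0.322), and that of Gng13 on mouse 1 (adjusted p 0.0544 without it). Without mouse 1 the change of Gap43 was −1.36. Calb2, Pcdh10 and Mustn1 were not called over all genes, with adjusted p of 0.66, 0.60 and 0.061. Mustn1 was called when adjusted over the list alone (0.0135), and its log2 change of 0.88 fell to 0.18 without mouse 4.

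The genes with the largest change upward were mostly of low abundance. Tafa4 (chromosome 6, 96831203 to 97060413) was at 0.774 ± 0.129 UMIs per 10000 in class I neurons and 0.00176 ± 0.00129 in class II neurons (SD, n = 4), with 440 and 8 counts and a log2 change of 8.63 (SE 0.22, edgeR adjusted p 1.70e-109). Sgms1 (chromosome 19, 32122727 to 32389714) had 32 counts in class I and 2 in class II, a ratio of 126.5 per UMI with an exact 95% counting interval of 32.3 to 1089. S100z (chromosome 13, 95477268 to 95478721) was at 0.344 against 0.0108 UMIs per 10000, a log2 change of 5.06. Cacna2d3, with 23 and 4 counts, changed by 5.40, and Adgrv1, at 0.156 against 0.0101 UMIs per 10000, by 3.98. The 5 genes with the largest change downward had 0 counts in class I neurons. The floor of 3 counts over the 4 class I sums is 0.00547 UMIs per 10000. Against it Gm49555, with 397 counts and 0.0936 ± 0.0192 UMIs per 10000 in class II (SD, n = 4), was at least 16.7-fold lower in class I. Tmem204 and Sgca were at least 9.70-fold lower, Gm15747 at least 6.75-fold and Bend4 at least 6.28-fold.

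Variation among single populations was tested in 42 populations with at least 5 neurons in each of the 4 mice (1782 neurons). Of 2207 genes kept by the filter, edgeR called 868 as differing among populations, and 1010 had an unadjusted p under 0.05. Thinning to 5000 UMIs, which leaves 1134 genes to test, moved the number by the largest ratio, to 323, and with no filter on low counts it was 1573. From the list of 20 genes 17 were kept by the filter, and all 17 were called, both over all genes and when adjusted over the list alone. Gap43, Cd36 and Mustn1 were too low to be kept. The largest F statistic was that of Nqo1 (209.5, edgeR adjusted p 1.07e-127), which was under 1 UMI per 10000 in 29 of the 42 populations and reached 44.6 ± 7.65 in Olfr1176 (SD, n = 4). Pcp4l1 (chromosome 1, 171173262 to 171196268) followed with an F of 104 (adjusted p 5.57e-111) and up to 57.0 ± 13.9 UMIs per 10000 in Olfr455 (SD, n = 4), and Cartpt (chromosome 13, 99898489 to 99901091) with 92.6 and up to 33.6 ± 5.93 in Olfr1176 (SD, n = 4). S100a5 (chromosome 3, 90608523 to 90611780) had an F of 80.2 (adjusted p 8.87e-102). It was graded over the populations, from 5.21 ± 2.60 UMIs per 10000 in Olfr1507 to 569 ± 110 in Olfr419 (SD, n = 4), with a median population at 161. That Olfr1507 was the lowest rested on mouse 4, since Olfr827 was at 1.24, 1.19 and 1.39 UMIs per 10000 in mice 1 to 3 and at 25.1 in mouse 4, against 3.36 to 8.96 over the 4 mice for Olfr1507. The remaining genes of the first 10 were Cd55 (F 78.4, highest in Olfr354), Calb2 (F 75.3, highest in Olfr728), Acsm4 (F 59.0, highest in Olfr594), Mslnl (F 49.0, highest in Olfr1297), Cidea (F 48.2, highest in Olfr536) and Stoml3 (F 45.8, from 43.0 ± 9.63 UMIs per 10000 in Olfr354 to 149 ± 9.78 in Olfr1507). Without mouse 1 the F of Stoml3 was 27.7. Omp, the marker of all mature OSNs, also varied, from 54.0 to 92.4 UMIs per 10000, with an F of 6.69 at rank 150 (edgeR adjusted p 1.13e-19).

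**Figure D4:**
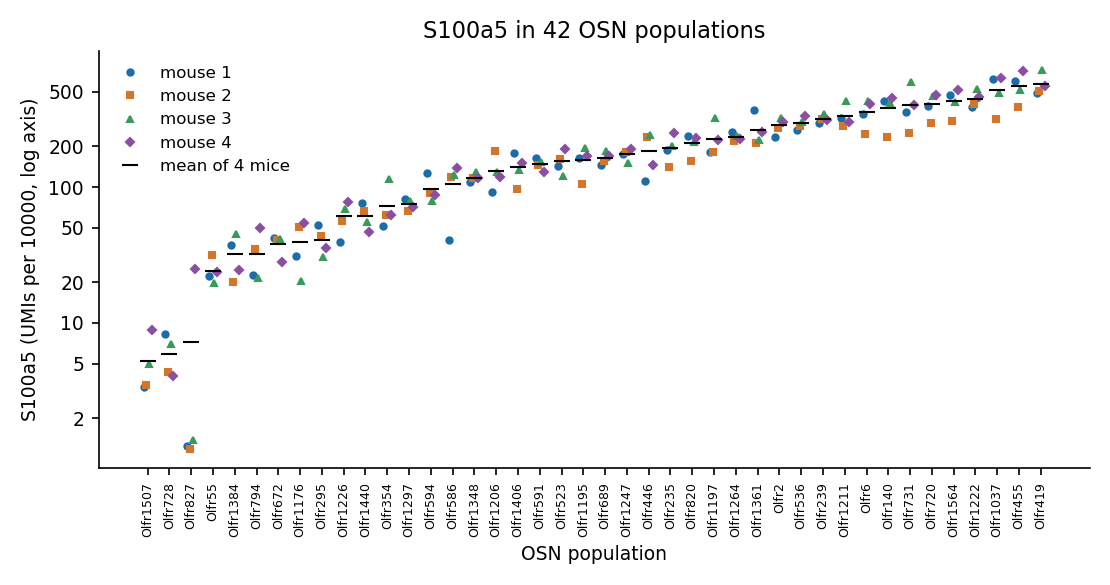
S100a5 in 42 OSN populations, ordered by mean (UMIs per 10000, log axis), with each of the 4 mice as a point and the mean as a bar. Means ran from 5.21 in Olfr1507 to 569 in Olfr419, and in Olfr827 mouse 4 stood at 25.1 while the other mice were at 1.19 to 1.39.

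Each of the 6 largest populations was then set against the mean of the other 41 populations in the same model. The log2 change averages logarithms over the other populations, so it is larger than the ratio of the mean levels given beside it. Olfr728 neurons differed in 386 genes (218 higher, 168 lower), Olfr1226 in 176 (122 and 54), Olfr1348 in 166 (121 and 45), Olfr55 in 66 upward and 36 downward, Olfr239 in 53 (36 and 17) and Olfr1297 in 79 (57 and 22). At an unadjusted p under 0.05 there were 615, 379, 398, 277, 279 and 274 genes. With no filter on low counts nearly all calls were upward, with 1520 higher and 66 lower in Olfr728. Single mice moved several of these counts: Olfr1226 had 101 genes without mouse 1 and 105 without mouse 4, Olfr1348 107 without mouse 4, Olfr55 60 without mouse 1, and Olfr239 25 without mouse 1 and 33 without mouse 3. Calb2 (chromosome 8, 110137502 to 110168210) was at 30.9 ± 4.40 UMIs per 10000 in Olfr728 neurons and 2.35 ± 0.319 in the others (SD, n = 4), a log2 change of 6.49 (SE 0.15, edgeR adjusted p 1.12e-93). It was also the leading gene in Olfr1226 (10.7 ± 2.94 UMIs per 10000, log2 change 4.93) and Olfr55 (11.2 ± 4.95, log2 change 4.96). Olfr1348 neurons were led by Tuba4a (chromosome 1, 75214228 to 75219865) at 3.04 ± 0.630 against 0.689 UMIs per 10000 (log2 change 4.49), Olfr1297 neurons by Adam28 at 2.80 against 0.681 (log2 change 3.73), and Olfr239 neurons by Hectd2os (chromosome 19, 36614052 to 36705641) at 0.811 against 0.263 (log2 change 3.20). Next in order were Pcdh10 in Olfr728 (3.92), Gm31557 in Olfr1226 (4.12), Adam28 in Olfr1348 (3.79), Pcdh9 in Olfr55 (1.70), Pcp4l1 in Olfr239 (1.85) and Ptn in Olfr1297 (2.92). None of these 12 gene and population combinations placed the gene on the chromosome of the receptor. Of all called genes, 1 lay within 1 Mb of the receptor gene in Olfr728 and in Olfr55, and 0 in each of the other populations.

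Whether levels in a population were repeated in other animals was tested for the 20 listed genes across the 42 populations. The median over 19 genes of the mean Spearman rho between pairs of mice was 0.784, and it was 0.687 when populations with 3 neurons per mouse were let in. The highest was that of S100a5, at 0.949 (0.923 to 0.967 over 6 pairs of mice), followed by Stoml3 at 0.926 and Cd55 at 0.871. Omp had 0.624. A one-sided permutation test gave an adjusted p under 0.05 for 18 of the 19 genes, and 17 of them had p of 1e-05, the smallest that 100000 permutations can give (adjusted 1.1e-05). Mustn1 had a rho of 0.175 (permutation p 0.011, adjusted 0.012) and Gap43, which is low in mature OSNs, −0.0135 (permutation p 0.56). The rho of Gap43 was 0.226 without mouse 1 and −0.161 without mouse 4. Cd36 was at 0 in 37 of the 42 populations and gave no value. Part of this list was picked by the study on these animals, so the number of genes that passed is not independent evidence.

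The study asked whether populations with similar receptors have similar transcriptomes, and whether neighbouring receptor genes do. These relations are across pairs of populations, of which 349 with at least 10 neurons had a complete receptor sequence. Within a class and gene cluster, for the 299 pairs with the smallest amino acid difference (scores up to 85.4 in a range of 2.15 to 279), distance rose with that difference, with a Spearman rho of 0.243 and a Pearson r of 0.220 (permutation p 0.0015). Without mouse 2 the rho was 0.404, over 132 pairs. Among populations with at least 20 neurons, with 39 pairs, it was 0.214 (permutation p 0.21). When only pairs with at least 10% differing residues were kept, it was 0.12 over 239 pairs (permutation p 0.16). Within single mice, rho was 0.218, 0.240, 0.111 and 0.260, with a mean of 0.207 ± 0.0662 (SD, n = 4). For genomic distance, over 2853 pairs up to 1485070 bp apart, rho was 0.141 and r 0.115 (permutation p 3e-05), and within mice rho was 0.101 ± 0.0297 (SD, n = 4). Among populations with at least 20 neurons this rho was 0.0706 (permutation p 0.27). Over the whole range of 4286 pairs the rho values were 0.234 for amino acid difference and 0.184 for genomic distance, each with permutation p of 1e-05, the smallest that can be given. Over all 47306 pairs of 1 class, whatever the gene cluster, rho with amino acid difference was 0.0875 (permutation p 0.001, the smallest that 1000 permutations can give). 

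Both properties were set against each other in 4 categories of pairs. Populations with similar receptors (scores up to 146) and near genes had a mean distance of 12.0 (242 pairs), and those with similar receptors in different gene clusters 15.0 (943 pairs). Dissimilar receptors had a mean distance of 15.3 with near genes (89 pairs) and 17.6 in different clusters (42077 pairs). All class I receptors lie in the same gene cluster, so pairs in different clusters were of class II only, while near pairs could be of either class. Class, side of the epithelium and the degree of similarity within a category were not held fixed. The differences below therefore do not separate gene position from these. The difference between near genes and different clusters was −3.01 for similar receptors (permutation p 1e-05, the smallest that can be given) and −2.30 for dissimilar ones (permutation p 0.021). For similar receptors it was −1.96 without mouse 4 (permutation p 0.024). For dissimilar receptors it was −1.52 without mouse 2 (permutation p 0.26). The difference between similar and dissimilar receptors was −2.63 in different clusters and −3.34 among near genes, both with permutation p of 1e-05, and the latter was −2.09 without mouse 3 and −1.84 without mouse 4. When all pairs of a gene cluster were used in place of near genes, the difference for similar receptors was −1.18 (permutation p 0.13). In single mice the means over the 4 categories, in the order given, were 13.9 ± 1.47, 16.1 ± 1.38, 16.3 ± 0.956 and 18.8 ± 1.54 (SD, n = 4). Benjamini-Hochberg adjustment over these 4 differences and the 2 correlations gave 0.0018 for amino acid difference, 4.5e-05 for genomic distance, 0.021 for dissimilar receptors and 2e-05 for each of the other 3. As examples, Olfr403 and Olfr43 have start codons 11709 bp apart on chromosome 11 (74195505 and 74207214) and differ in 0.515% of residues, and their populations lay 9.75 apart, at the 7.44th percentile of distances. Near-identical receptors can share reads, so this pair is uncertain. Olfr211 (chromosome 6, 116493611) and Olfr46 (chromosome 7, 140610192) differ in 29.0% of residues, and their populations lay 14.5 apart, at the 27.9th percentile.

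**Figure D5:**
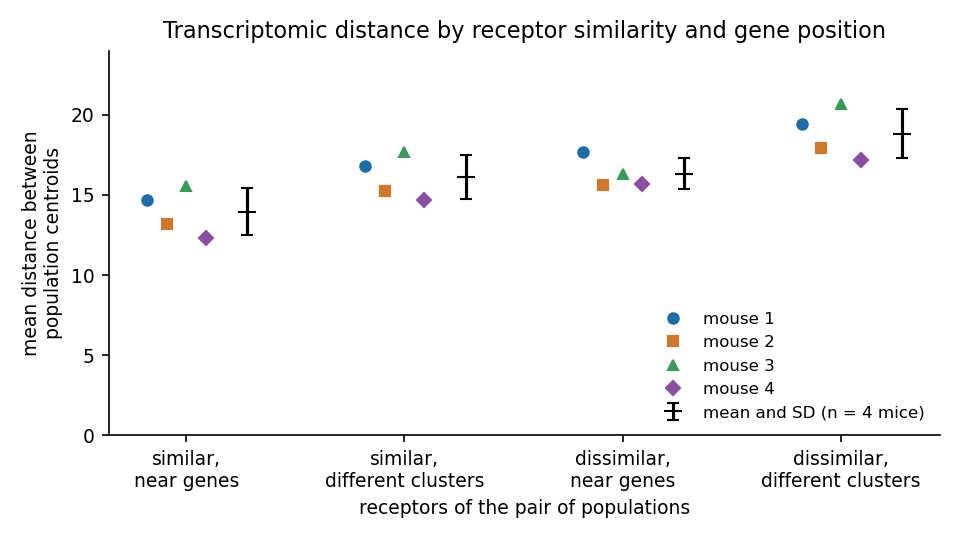
Mean distance between population centroids (in principal component units) for 4 categories of pairs, by receptor similarity and gene position, with each of the 4 mice as a point and the mean and SD. In each mouse the lowest mean was that of similar receptors with near genes and the highest that of dissimilar receptors in different clusters.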

Values the study reported

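The study reported 21,809 cells before filtering, from 5364, 5696, 4756 and 6004 cells in its 4 datasets, which do not add up to that total. It stated that 4708 cells were removed with unwanted clusters and 1242 more by limits on quality, which left 15,859 cells. Of these, 10,519 were mature OSNs. The study counted 7025 neurons with 1 receptor, 2655 with 2 and 684 with at least 3 receptors, and it discarded 229, 344 and 155 neurons whose receptor was too low, multiple or absent. It kept 9791 neurons, of which 9741 formed 952 odorant receptor populations, 44 formed 7 Taar populations and 6 expressed Gucy1b2. Its analysis of populations used 9539 neurons in 798 populations.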

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

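For the share of Mv2 cells, the test of filtering was chosen only after the result was seen, and for iOSN1 cells the tests of depth and of free RNA. In all, 53 groups of 4 values were examined for a mouse standing apart from the others, 1 stood out, and chance alone would give 2.65.

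The value that stood out was the share of Mv2 cells in mouse 3. It was 13.3% of the retained cells, while the other 3 mice lay at 10.7% ± 0.16 (SD, n = 3). The tables leave both technical explanations that were tested open. The share of barcodes retained was lowest in mouse 3, at 63.3%. As a share of all barcodes Mv2 cells made up 8.43% there, within the 7.06% to 8.87% of the other mice, so the filtering may account for the value. Mouse 2 retained nearly as low a share, 65.2%, yet Mv2 cells were 10.8% of its retained cells, so this stays uncertain. Retained cells were also deepest in mouse 3, with a median of 6939 UMIs. Among cells with at least 5000 UMIs the share was 12.5%, with 12.6%, 7.44% and 6.93% in mice 1, 2 and 4, so at this depth mouse 3 did not stand apart. With 1 group of animals no biological explanation was tested, and a single value that stands out among 53 is fewer than chance would give.

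A signal also appeared in cells outside the comparisons of the report. At 5000 UMIs per cell, 18.4% ± 4.91 of iOSN1 cells, the earlier immature neurons, had at least 3 receptors detected (22.5%, 22.0%, 16.9% and 12.1% in mice 1 to 4), against 6.41% ± 1.33 of mature OSNs (SD, n = 4). Without thinning the iOSN1 share was 26.0% ± 7.24 (SD, n = 4). Depth does not explain the excess, because at equal depth the smallest difference between the types in any mouse was 4.01 percentage points. Doublets that Scrublet scores highly do not either, since the smallest difference was 3.96 percentage points without the 4% of barcodes with the highest score. Free RNA should reach types that express no receptor alike, and the highest of their mean shares with at least 3 receptors was 2.76%, in HBC2 (GBC, HBC1, HBC2, Sus and Mv2 were used). That mean rested mostly on mouse 2, where HBC2 was at 6.90%, against 0% to 3.18% in the other mice. In mouse 2 this was above the 6.35% of mature OSNs but below the 22.0% of iOSN1 cells. Mv1 was not used because only 26 of its cells reached this depth, and its share was 5% ± 10 (SD, n = 4). Receptors seen in 1 iOSN1 cell came from the same gene cluster in 10.5% ± 1.88 of pairs against 6.74% in shuffled pairs, a ratio of 1.55 ± 0.249 (SD, n = 4). It was above 1 in each mouse, and in mice 1, 2 and 4 the share exceeded the highest of 200 shuffles. Neighbouring genes counted together may therefore add to the excess. How much they add stays open, because the ratio ran from 1.36 to 1.89 over the mice, on both sides of the limit of 1.5 set for this explanation. With 1 group of animals no biological explanation was tested.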

How the results depend on the processing

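Of the alternatives, the set without the highest Scrublet scores and the permutation of labels within gene clusters were chosen only after the data had been seen. The values of 119 results were recomputed, which gave 1281 values under an alternative. For the 14 comparisons of the report, 112 values kept their direction and their side of the threshold or stayed within the spread between mice, 5 lost a test's threshold, 25 moved by more than the spread or by over 1.5 times, and 0 changed direction. For 105 single genes, types or populations, 1067 values stayed, 18 lost the threshold, 1 passed it, 50 moved and 3 changed direction, and 68 of them stayed under every alternative that was run. Leaving out the doublets that Scrublet itself calls was not run, because that caller did not work in 3 mice.

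Filters on cells and detection moved the first results. Mature OSNs were 62.8% of retained cells with at least 2000 genes per cell, where the cause was not tested, and exactly 1 receptor was found in 90.4% of mature OSNs with at least 2 UMIs required per receptor. When only neurons with exactly 1 detected receptor were kept, the rho of population sizes between mice was 0.318, d was 1.15 without receptor genes, 1.15 with them and 0.977 in Nfix-dominant populations, and the median rho of population means was 0.710. That setting also called 533 genes among populations and 547 in the sum over the 6 contrasts, with fewer neurons and 1531 genes tested. With populations of at least 3 neurons in each mouse the median rho was 0.687.

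The size of d depended on the components and the normalisation, but it stayed far above the permuted values of the main setting (at most 0.0830). Permuted values were available for that setting only. With 30 components it was 1.08, 1.13 and 0.920 (without receptor genes, with them, and in Nfix-dominant populations), and with log-normalised counts 0.909, 1.00 and 0.774. The cause was not tested.

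In the count models, mouse sums are paired by animal. Without the replicate block the class comparison called 1080 genes, all 1080 among the 2201 of the blocked model, and 6 named genes lost their call: Omp (adjusted p 0.219), Adcy3 (0.198), Gng13 (0.621), Gap43 (0.0901), Dlg2 (0.475) and S100a5 (0.264). The test among populations called 787 genes without the block, and of the 6 contrasts only Olfr239 moved by over 1.5 times, to 34 genes. No other named gene changed its call. DESeq2 called 1045 genes between the classes, all among those of edgeR, and 862 among populations, of which 836 were shared. Of the genes that edgeR called between the classes, whether or not DESeq2 called them, 1 had the opposite sign in DESeq2. DESeq2 size factors in edgeR gave 2257 and 866 genes. With no filter on low counts there were 1975 genes between the classes (748 higher and 1227 lower in class I), 1573 among populations and 3241 in the sum over contrasts, where 19309 genes were tested. The contrasts were then nearly all upward, with 1520 higher and 66 lower in Olfr728, 559 and 9 in Olfr1226, 577 and 17 in Olfr1348, 214 and 11 in Olfr55, 116 and 1 in Olfr239, and 140 and 11 in Olfr1297, and the cause was not tested. Thinning to 5000 UMIs, which removes neurons, UMIs and genes, gave 950, 323 and 354 genes, and 914 of the 950 and 317 of the 323 had been called before. This setting left 4493 of 9712 neurons in the class comparison and 791 of 1782 among populations, so the effect of depth was not separated from that of fewer neurons. Genes not called are not shown to be equal.

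The reversed values concern 2 genes that were not called between the classes. The rho of Gap43 between mice also changed sign without mouse 1, to 0.226. It stayed within its SD between pairs of mice (0.279) and is not counted as reversed. Calb2 changed from −0.03 to 0.0013 between the classes without mouse 4 (edgeR adjusted p 0.992) and was −0.0999 without mouse 3, and Pcdh10 from −0.07 to 0.012 without mouse 4 (adjusted p 0.957), where −0.171 without mouse 3 was the other end, and to 0.052 after thinning (adjusted p 0.858). Dlg2 lost its call without mouse 2, with DESeq2 (adjusted p 0.529), with exactly 1 receptor (0.177) and after thinning (0.566), Gng13 without mouse 1 and after thinning (0.0765), and Gap43 after thinning (0.106). Mustn1 passed the threshold without mouse 3 (log2 change 1.09, adjusted p 0.0329).

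Several alternatives weakened the relations between centroids. With at least 20 neurons per population, rho was 0.214 for amino acid difference (permutation p 0.21) and 0.0706 for genomic distance (permutation p 0.27), and the difference between near genes and different clusters for similar receptors was −1.63 (permutation p 0.15), with 134 populations in place of 349. With the percentage of differing residues in place of the score, rho was 0.191 (permutation p 0.053), and over whole gene clusters the difference for similar receptors was −1.18 (permutation p 0.13). For dissimilar receptors the difference between near genes and different clusters also lost the threshold with at least 20 neurons (−3.80, permutation p 0.11), over whole clusters (−1.02, permutation p 0.26) and with the percentage of differing residues (−2.08, permutation p 0.074). The difference between similar and dissimilar receptors among near genes was −0.61 with at least 20 neurons (permutation p 0.35). The cause was not tested. When labels were permuted only within gene clusters, p was 0.0019 for amino acid difference and 2e-05 for genomic distance.

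Leaving out each mouse in turn gave these ranges. Mature OSNs were 65.0% to 67.2% of retained cells, exactly 1 receptor was detected in 63.7% to 69.0%, and 682 to 752 populations had at least 3 neurons. The rho of population sizes was 0.338 to 0.408, d was 1.22 to 1.28, 1.23 to 1.28 and 1.03 to 1.09 in the order above, and the median rho of population means was 0.755 to 0.796. Between the classes 1583 to 1826 genes were called, among populations 686 to 728, and in the sum over contrasts 643 to 725. The rho was 0.220 to 0.404 for amino acid difference, with the highest value without mouse 2, and 0.0998 to 0.157 for genomic distance. The difference for similar receptors was −2.29 to −1.96, the latter without mouse 4. All of these lie nearer 0 than the −3.01 of 4 mice, with 34 to 59 dissimilar and 110 to 161 similar near pairs left.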

Other observations

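Several tests in this part were chosen only after the result was seen: doublets and shared reads for second receptors, both tests of the excess of similar second receptors, depth for the difference between mice, shares of UMIs for S100a5, depth of the sums for the class comparison, and the whole range of amino acid differences without near-identical pairs.

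In mature OSNs at least 1 further receptor was seen in 32.5% of neurons, mostly at 1 UMI. Doublets of mature OSNs would carry a second receptor at the level of the first, and 78.2% of second receptors had 1 UMI, which speaks against doublets as the main source. In the values that follow, second receptors are all receptors of a neuron other than the highest that had 1 UMI. Reads shared between receptors of similar protein sequence are not the main source either, because 86.3% of second receptors were not similar to the first. Similarity of the 3′ ends, which are the part that is read, was not measured. As the main source, free RNA cannot be told apart from others. Detections of a receptor as a second receptor followed its UMIs in other cells with a rank correlation of 0.378 ± 0.034 across receptors (SD, n = 4), between the limits set for and against it, while draws in proportion to those UMIs would give 0.664. At 5000 UMIs, at least 1 receptor UMI was found in 17.2% of GBC, 25.3% of Mv2, 28.2% of Sus, 28.6% of HBC2 and 29.6% of HBC1 cells, against 33.6% of mature OSNs with a further receptor. In Mv1 it was 42.5% ± 20.3 (SD, n = 4), but only 26 of these cells reached that depth. Part of the detections may therefore be background. Free RNA is not the only source, because second receptors came from near genes and from similar receptors more often than in shuffled pairs, at 12.6% against 0.582% and 13.7% against 4.13%.

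Second receptors, again all receptors other than the highest at 1 UMI, were similar to the first more often than in shuffled pairs. The shares were 13.7% ± 1.84 against 4.13%, a ratio of 3.32 ± 0.33 (SD, n = 4). Near-identical protein sequences do not account for all of this excess. Similar receptors of the same gene cluster with at least 20% differing residues were still 3.06 ± 0.160 times as frequent as in shuffled pairs (SD, n = 4). The 3′ ends, which are the part that is read, were not compared, so reads shared through them are not excluded. Similar receptors of the same gene cluster under 20% were 29.0 ± 8.48 times as frequent (SD, n = 4), at 5.24% against 0.183%, while those with at least 20% were at 7.35% against 2.42%, so shared reads may account for a part. Position may account for a part as well. Dissimilar receptors from near genes were 15.9 ± 4.66 times as frequent as in shuffled pairs (SD, n = 4), whereas dissimilar receptors of the same gene cluster at any distance were only 1.24 ± 0.13 times, and similar receptors of other clusters 0.733 ± 0.50 times as frequent.

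Of all receptors other than the highest that had 1 UMI, 12.6% ± 2.25 came from a gene near that of the first, highest receptor. In shuffled pairs it was 0.582%, and the median distance of the near genes was 15330 bp. Of these near genes, 71.5% ± 8.79 lay downstream of the first on the same strand, against 38.4% ± 4.12 of all near genes, a ratio of 1.86 ± 0.0875, and 13.4% lay upstream (SD, n = 4). A candidate explanation is transcription or reads that run from the expressed receptor gene into the next gene downstream, where the redrawn 3′ ends of receptor genes decide which gene a read is given to. It was tested on the same data that raised it.

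The share of neurons with at least 2 receptors differed by 16.6 percentage points between mice, and by 5.62 at 5000 UMIs per cell, so depth may account for most of that difference. Population sizes differed between mice by more than sampling (chi-square 1.41 times its degrees of freedom). Unequal dissection of dorsal and ventral tissue does not account for it, since the ratio was 1.28 within 99 ventral populations (p 0.00076 of 100000 redraws) and 1.62 within 35 dorsal ones (p 6e-05). Exchange of neurons between receptors of near-identical protein sequence does not either. The ratio was 1.43 in 85 populations with no paralog under 10% differing residues (p 3e-05 of 100000 redraws). The 3′ ends of the transcripts were not compared, so exchange through reads shared there stays open. Differences between animals in receptor choice remain as a hypothesis, beside smaller regional differences in dissection within a side, which were not tested.

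The graded level of S100a5 was set against 3 measures of the 42 populations, each taken from other mice than the S100a5 level (6 splits of the mice). S100a5 was lower where the receptor transcript was higher, with a rank correlation of −0.557 (permutation p 0.00014, adjusted 0.00042). No relation was detected with UMIs per cell (rank correlation −0.093, permutation p 0.52) or with the share of neurons in the population (−0.147, permutation p 0.29, adjusted 0.43). A share of the UMIs that one transcript takes from the other is not the cause, because the rank correlation was −0.539 (permutation p 0.00018) with both levels taken over the UMIs of all other genes. A shared regulation of both genes may be involved, but no biological explanation was tested, and experiments with odorants were not analysed here.

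Class I neurons lie dorsally, so position is confounded with class when all class II neurons are used. Against class II neurons of dorsal clusters (192 populations with 1891 neurons), edgeR called 653 of 9696 genes (387 higher, 266 lower in class I), and 480 of them were also called against all class II neurons, 458 in the same direction. Against as many neurons of ventral clusters (156 populations with 1910 neurons) it called 1763. The side as given by the clusters is therefore not the whole cause, but it is likely to account for many of the genes called against all class II neurons. Nqo1 and Nfix, which mark position, still differed from the dorsal set (edgeR adjusted p 1.84e-11 and 5.02e-09). Position within the dorsal side was thus not held fixed and stays possible as a cause. The log2 change of Nqo1 was 0.28 against dorsal and 5.24 against ventral class II neurons, that of Nfix −1.34 and −4.74, and that of Cidea −0.09 and −2.70. Cd55 went the other way, with 2.29 against dorsal and 0.63 against ventral neurons, and Calb2, which was not called against all class II neurons, had −0.94 against dorsal ones. Tafa4 stayed high in both, at 7.28 and 8.90. The sides were taken from clusters of expression, so genes that define those clusters are part of the grouping. Unequal depth of the sums is not the cause, as at most 189 genes were called for 50 random sets of as many populations, in which the others held a median of 8.00 times the UMIs of the set, against 7.90 times for the classes.

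Chance as the source of the class difference can be excluded for the model without the block, where 1 of 35 splits of the 8 sums gave as many genes, the real one, and the next gave 3. With the block, 1 of the 8 splits that part all 4 pairs of sums did, the real one, and the others gave 0 genes, but 8 splits cannot give a share under 0.05. Of 51 sets of as many populations, the class I set included, 1 gave as many genes, the real one, and the highest other number was 189. For the test among populations, 1 of 31 assignments of the population labels gave as many genes as the real one, which was the real one itself, and the highest other number was 19. The same held for each of the 6 contrasts (1 of 31 each), with highest other numbers of 3 for Olfr728, 7 for Olfr1226, 77 for Olfr1348, 3 for Olfr55, 2 for Olfr239 and 2 for Olfr1297.

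The rise of transcriptomic distance with amino acid difference may rest on near-identical receptors. Without pairs under 10% differing residues rho was 0.12 (239 pairs, permutation p 0.16), less than the 0.243 of all 299 pairs, and neurons of such pairs can be assigned to the wrong receptor. Over the whole range of differences this does not hold, since rho without these pairs was 0.215 (4226 pairs, permutation p 1e-05, the smallest that can be given). A common side of the epithelium does not account for the relation, as rho among pairs on the same side was 0.250 (268 pairs, permutation p 0.0012), although 89.6% of the similar pairs shared a side against 71.4% of all pairs of a gene cluster.

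For genomic distance, rho was 0.0549 with the amino acid difference held fixed (permutation p 0.087), so the similar sequences of neighbouring receptors may account for that relation. With genomic distance held fixed, rho for amino acid difference was 0.221 (permutation p 0.0021). Position and sequence are related in these gene clusters, and the 2 partial correlations used different sets of pairs, so the difference between them was not tested.

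The matrices held 4746 and 6003 barcodes for mice 3 and 4, which differ slightly from the values quoted from the study above. The total of 21809 is the sum over the 4 matrices.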
